A study of Mus musculus with 2 samples. Its data were reported in "Adiponectin Regulated by Indole‐3‐Acetic Acid in Paneth Cells Controls Renewal and Differentiation of Gut Stem Cells" (2025).

How the data were processed

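RNA from small intestinal organoids of AdipKO and WT mice was sequenced in 1 library per genotype. Crypts were freed from scraped small intestine with EDTA, embedded in Matrigel and grown with epidermal growth factor, Noggin and R-spondin. The study's methods name sequencing at BGI on the MGISEQ-2000 with paired-end reads, levels as FPKM, and fold change as the measure of differential expression. Per the labels, the genome build was mm10. The aligner, the counting program and the annotation were not given in the sources used here.

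The authors deposited the values as estimated counts of reads per gene, not scaled to library size and not FPKM, per the file headers and the values themselves. The headers name the value columns by KO or WT with a suffix whose meaning was not given in the sources used here. Of the 1448 genes, 1239 (85.6%) had whole-number counts in both libraries, with no tolerance, and the others had decimals, as programs give when reads shared between genes are divided. Strand handling was not given, so genes that overlap or share reads with near-identical copies are uncertain. Both tables hold the same 1448 genes, all of type mRNA. The raw log2 ratio of the counts had no value between -1.0429 and 0.9594, so the tables are a part of each library that the authors appear to have selected by a fold change of about 2. The middle of that gap, -0.0418, corresponds to a scale factor of 0.9715 between the libraries, close to the raw counts. The table was selected on the same difference that is reported, which removes small differences and enlarges the apparent ones near the limit. The sums of the listed counts are not depths. Depth per library was not analysed here.

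The design written before the data were examined called for FPKM or, with counts, for counts scaled to library totals (CPM). Such scaling needs the library totals, which a selected table does not give, so ratios were taken on the deposited counts without scaling. No test between genotypes was made. For each gene the log2 ratio of AdipKO over WT was computed with a pseudocount of 1, and a gene counted as higher or lower at 2-fold or more with a count of at least 1 in the higher library. The ratio of both counts, without a pseudocount, was given an exact (Clopper-Pearson) 95% interval after rounding to whole counts. A gene at 0 in 1 library was given a bound with the 0 set to 3 counts. This bound leaves out the error of the other count, and the exact interval of such a gene begins lower, at 123-fold in place of 152-fold for Defa23. Reads are not independent molecules, so intervals and bounds cover counting error only.

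Gene lists were fixed before the data were examined. They covered stem cells, reserve stem cells and regeneration, S phase, G2 and M phase, Paneth, goblet, enteroendocrine and tuft cells, enterocytes, Wnt targets, Notch, adiponectin and AMPK, PI3K and mTOR, Hippo and YAP, mitochondrially encoded and nuclear respiratory chain genes, antimicrobial and MHC genes, interferon, early stress, endoplasmic reticulum stress, hypoxia and glycolysis, cholesterol, xenobiotic receptors, proximal and distal small intestine, colon, fibroblast, immune, endothelial and glial, adipocyte, erythroid and sex-linked genes. Symbol rules added ribosomal proteins and histones. Lists for NRF2, the integrated stress response, p53, hypoxia-inducible factor, fatty acid synthesis and drug metabolism were written after the highest and lowest genes had been seen. Each list was summarised by the median log2 ratio of its listed members. Members of lists and families were counted as higher or lower by the sign of the ratio, and the count at 2-fold with the pseudocount is given where it differed. With at least 3 members, the percentile of this median among 10000 random lists of the same size was given as a description, with each member replaced by a listed gene from the same of 20 bins of mean expression. The random lists came from the selected table, where ratios near 0 do not occur. Ranges of list medians used for comparing settings came from 1000 Poisson resamples of the counts.

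Named genes followed a rule fixed in advance: adiponectin and its receptors, the genes the study's text names for organoids or crypts, up to 4 members of each list with the largest absolute log2 ratio, and the 10 highest and 10 lowest ratios among genes with at least 5 counts in the higher library. This rule met 94 listed genes. Nupr1 and the genes named from the lists written later fall outside it and were chosen after their values were seen. Some genes that the rule met are not reported here.

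Gene IDs in the tables are NCBI identifiers. Of 1448 IDs, 1436 matched a RefSeq table of GRCm38.p6, the assembly behind mm10, which gave the coordinates. Transcript GC content and length were medians over protein-coding GENCODE transcripts of the same assembly and were known for 1394 genes (96.3%). Alternatives covered the pseudocount (0.1 and 5), the floor, the scaling, the fold threshold (1.5 and 4), the matching of random lists and the summary of a list. Scaling by the middle of the gap, random lists matched on GC content or transcript length, members with whole counts only, lists without the genes the study chose, and the number of members on 1 side were added after the data had been seen. The interval and list functions were tested on simulated counts of the same 1448 genes. These simulated counts were not selected by fold change as the table was, so they do not show how intervals and percentiles behave in a selected table. The intervals held the true ratio in 96.1% of genes, and 97% of genes made 4-fold different passed the 2-fold rule. Of random lists drawn from all the simulated genes, changed ones included, 3.50% fell outside the central 95 percentiles. A scale offset of -0.0500 was recovered as -0.0497 on 4500 simulated genes, which had been selected by a 2-fold cut placed evenly around that offset. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.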

Results

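The question addressed was how the transcriptome of small intestinal organoids differed when adiponectin was deleted in the gut epithelium. Organoids are crypt-derived cultures that grow in Matrigel and form crypt-like buds holding stem cells, Paneth cells and their differentiated progeny. The AdipKO organoids came from mice carrying a floxed adiponectin gene and a Cre recombinase driven by the villin promoter, which is active in intestinal epithelial cells. The WT organoids came from mice with the floxed gene and no Cre. There was 1 RNA library per genotype, so no difference below has a replicate check and no p-value is given. The deposited values are estimated read counts for 1448 protein-coding genes, the same genes in both libraries. The listed counts summed to 689004.63 in the AdipKO library and 802994.76 in the WT library. These sums are not library depths, because the genes were a selected part of each library. No gene had a log2 count ratio between -1.04 and 0.96, so every listed gene differed by about 2-fold or more. A gene outside the list was not analysed here, and nothing is said of its level. Intervals are exact 95% intervals of the ratio of both counts. They cover counting error only, not the variation between cultures or animals.

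The targeted gene, Adipoq, which encodes adiponectin, was not among the listed genes. Its receptors Adipor1, Adipor2 and Cdh13 were not listed either. The genotype of each library therefore rests on its label, and an exchange of the labels would turn every direction given here. Of 17 genes set apart in advance, which were Adipoq, these receptors and genes named in the study's text, 6 were listed: Lgr5, Tnfrsf19, Mycl, Lyz1, Ascl2 and Olfm4. All 6 were lower in the library labelled AdipKO than in the library labelled WT. The study's text states that they were higher in AdipKO organoids, by RNA sequencing and by quantitative PCR. It also reports more Lgr5 and Ki67 staining and faster growth of AdipKO organoids. By staining and immunoblot it reports lower AMPK signalling and higher beta-catenin protein in them. These measures were not analysed here. Since the study picked these genes on the same samples, they are not independent evidence of a direction. Mki67, mt-Nd3, Agr2, Apoa1, Sec61g, Ctnnb1 and Prkaa1 were not among the listed genes.

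With the labels as given, more listed genes were lower than higher in the AdipKO library. By sign, 901 genes (62.2%) were lower and 547 (37.8%) were higher. With a pseudocount of 1, 901 genes were at least 2-fold lower and 511 at least 2-fold higher. At a threshold of 4-fold, 197 genes were lower and 144 were higher. The AdipKO library had 48 of the listed genes at a count of 0 and the WT library had 24. The median count in the library with the higher value was 81.38, and 155 genes had fewer than 16 counts over both libraries, so their ratios are imprecise. Genes higher in the AdipKO library had a median transcript GC content of 49.8%, against 54.1% for genes that were lower. They also had shorter transcripts, with medians of 1880.5 and 2616.5 nucleotides. In 4 equal groups of genes ordered from low to high GC content, 61.3%, 36.2%, 31.3% and 23.8% of the genes were higher in the AdipKO library.

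**Figure D1:**
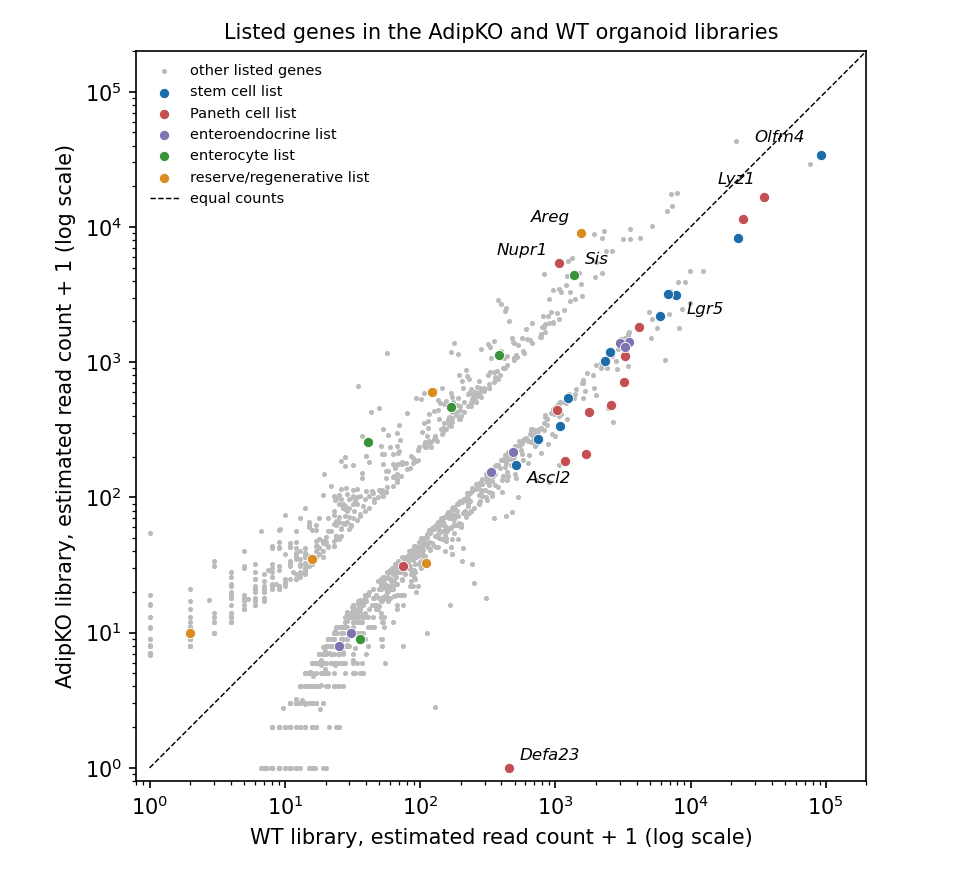
Estimated read counts plus 1 of the 1448 listed genes in the WT library (horizontal, log scale) and the AdipKO library (vertical, log scale), with 1 point per gene and colours for members of 5 gene lists. The band along the dashed line of equal counts is empty because the table holds only genes that differed, and all 11 listed stem cell markers lie below the line.

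The listed markers of crypt base stem cells were lower in the AdipKO library. Of the 22 genes in the stem cell list, 11 were listed and all 11 were lower, with a median log2 ratio of -1.45 (range -1.67 to -1.09). The Wnt target list gave a like picture, with 9 of its 19 genes listed, all 9 lower and a median of -1.45. Lgr5, the receptor for R-spondin that marks cycling stem cells, had 3127 counts in the AdipKO library and 7858 in the WT library, 2.51-fold lower (95% interval 2.41 to 2.62). The gene (NCBI gene 14160) lies on chromosome 10 from 115450314 to 115587780 in mm10. Olfm4, a secreted glycoprotein abundant in stem cells, was the most abundant listed gene in the WT library with 92810 counts. It had 34083 counts in the AdipKO library, 2.72-fold lower (2.69 to 2.76). Ascl2, a transcription factor of stem cell identity, was 2.94-fold lower (2.47 to 3.51). Tnfrsf19 was 2.29-fold lower (2.13 to 2.47) and Mycl was 2.29-fold lower (2.06 to 2.53). Axin2, a feedback inhibitor of Wnt signalling, was 2.74-fold lower (2.61 to 2.88), and Ephb3, a receptor that positions cells along the crypt, was 3.19-fold lower (2.82 to 3.61). Nkd1 and Lef1 were lower as well, although Lef1 rested on 1 count against 23. Among 10000 random sets of listed genes matched on mean expression, the median of the stem cell list fell at percentile 0.32 and that of the Wnt target list at percentile 1.43. The standing depended on the matching. The stem cell list stood at percentile 10.2 of unmatched, 12.6 of GC-matched and 7.66 of length-matched lists, and the Wnt target list at 11.4, 17.0 and 8.96. The lists overlap, and 14 distinct genes stood in one or both. The 9 that the study did not choose on these libraries were all lower, with a median log2 ratio of -1.45 at percentile 1.395 of expression-matched and 13.9 of GC-matched lists.

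The listed markers of secretory cells were mostly lower in the AdipKO library. Of the 22 Paneth cell markers, 13 were listed and 12 of them were lower, with a median log2 ratio of -1.56 at percentile 0.03. That percentile was 3.48 among unmatched, 2.68 among GC-matched and 10.5 among length-matched lists. Lyz1, the lysozyme of Paneth cells, had 16698 counts in the AdipKO library and 34709 in the WT library, 2.08-fold lower (2.04 to 2.12). It lies on chromosome 10 from 117287795 to 117292868 (mm10). The alpha-defensins, antimicrobial peptides of Paneth cell granules, were lower in 17 of 17 listed genes with a median of -2.19. Defa22 was 8.10-fold lower (7.01 to 9.39), Defa21 was 6.39-fold lower (5.47 to 7.50) and Defa3 was 5.42-fold lower (4.920 to 5.995). Defa23 had 455.54 counts in the WT library and 0 in the AdipKO library, which makes it at least 152-fold lower when 0 is set to 3 counts. The alpha-defensins are near-identical copies in a cluster on chromosome 8. None of the 17 had whole-number counts in both libraries, so the share of reads given to each copy is uncertain. The exception among the Paneth cell markers was Nupr1, a stress-induced regulator of transcription, which had 5392 counts against 1063 and was 5.07-fold higher (4.75 to 5.42).

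Of the enteroendocrine markers, those listed were lower in 7 of the 7 listed genes out of 19, with a median log2 ratio of -1.30 at percentile 12.5. The hormone genes Gcg and Cck were 2.53-fold lower (2.38 to 2.70) and 2.46-fold lower (2.31 to 2.62). Pyy and Pax4 were lower at 24 and 30 counts in the WT library. Of 18 goblet cell markers, 3 were listed (Ccl9, Galnt12 and Tpsg1). All 3 were lower, with a median of -1.25 at percentile 22.2. Of 15 tuft cell markers 4 were listed and went both ways, with 3 higher, Lrmp and Spib among them, and Il17rb lower. Those 4 had at most 44 counts in either library, and their median of 1.05 stood at percentile 87.9. The Notch list of 11 genes had 1 listed member, the ligand Dll4, which was 2.84-fold lower (2.34 to 3.46).

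The few listed markers of absorptive enterocytes were mostly higher in the AdipKO library. Of 26 genes, 5 were listed, 4 were higher and 1 was lower, with a median log2 ratio of 1.55 at percentile 97.54. That percentile was 96.1 among unmatched, 92.4 among GC-matched and 98.5 among length-matched lists. As many higher members were in 8.60% of expression-matched, 26.4% of GC-matched and 2.02% of length-matched lists. Sis, the brush border sucrase-isomaltase, had 4435 counts against 1377, 3.22-fold higher (3.03 to 3.42). Enpep, a brush border peptidase, was 6.45-fold higher (4.61 to 9.24) and Fabp1, a fatty acid binding protein, was 2.73-fold higher (2.29 to 3.28). Lct, which encodes lactase, was lower with 8 counts against 35. Of 17 genes of reserve stem cells and regeneration, 5 were listed, 4 higher and 1 lower, with a median of 2.29 at percentile 99.8. The mean was 1.31, and a pseudocount of 5 gave a median of 1.22. For this list, as many higher members were in 10.6% of expression-matched, 17.5% of GC-matched and 6.63% of length-matched lists. The epidermal growth factor receptor ligand Areg had 9080 counts against 1537, 5.91-fold higher (5.60 to 6.24). It lies on chromosome 5 with its start at 91139599 (mm10). Ereg, a related ligand next to it, was 4.93-fold higher (4.06 to 6.04). Spp1 had 9 counts against 1, a ratio with an interval from 1.25 to 394.48. Ccn2, a target of the Hippo pathway, was 3.41-fold lower (2.28 to 5.22).

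**Figure D2:**
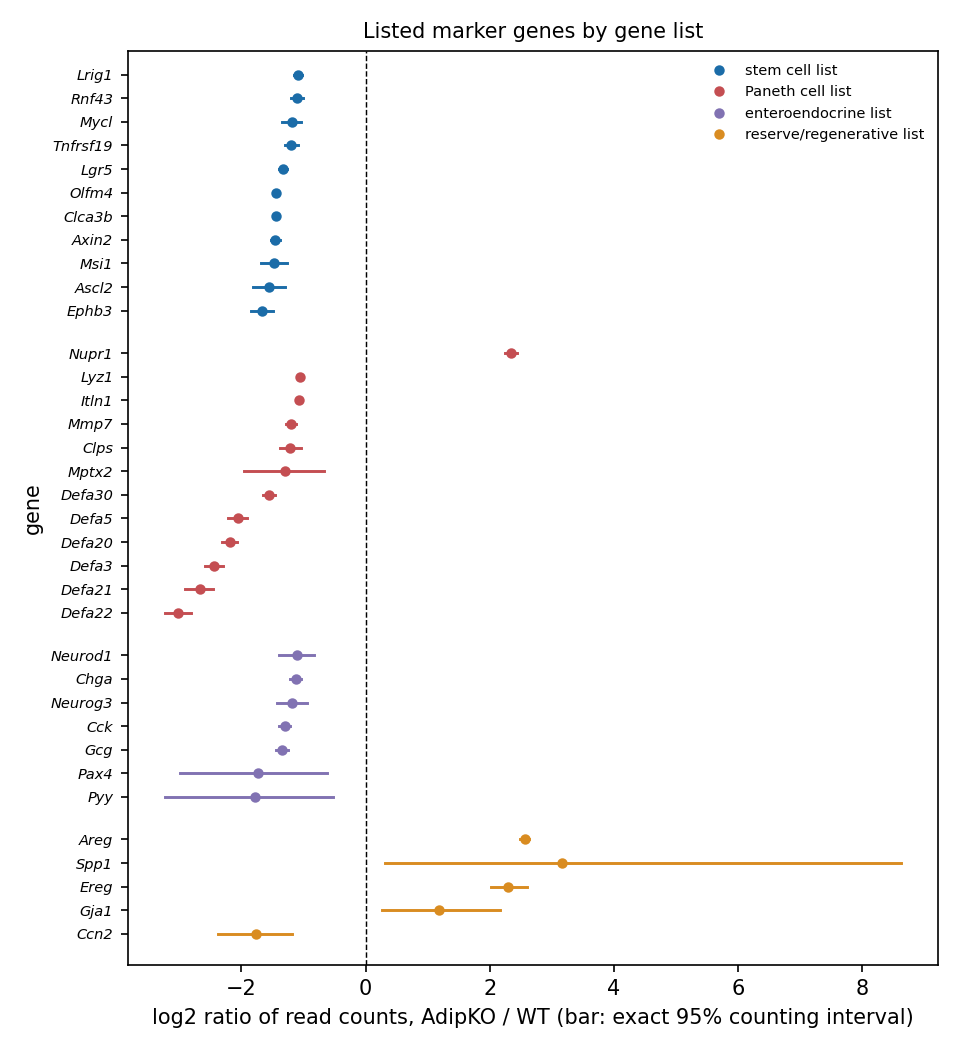
Log2 ratio of read counts, AdipKO over WT, for listed members of 4 gene lists, with 1 row per gene, points at the ratio and bars at the exact 95% counting interval of 1 library per genotype. Defa23 has no point because its AdipKO count was 0. All 11 stem cell and all 7 enteroendocrine markers lie left of 0, while 4 of 5 reserve or regeneration genes lie right of it.

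Cell cycle genes were nearly absent from the listed genes. None of the 20 S phase genes was listed, and of 20 genes of G2 and M phase Hmmr was the only one listed, 2.08-fold higher (1.95 to 2.22). Among 19 genes of adiponectin and AMPK signalling, 3 were listed, with a median log2 ratio of 1.43 and a mean of 0.63, at percentile 92.3. Prkaa2, a catalytic subunit of AMPK, was 2.70-fold higher (2.49 to 2.93) and Ppargc1a, a coactivator of mitochondrial biogenesis, was 3.25-fold higher (2.68 to 3.97). Acacb was 2.41-fold lower (1.64 to 3.60). Of 19 genes of PI3K and mTOR signalling, Pik3r1 and Irs1 were listed, 2.08-fold (1.95 to 2.21) and 2.95-fold lower (1.77 to 5.10). Of 14 genes of Hippo and YAP signalling 3 were listed, with Ccn2 and Tead2 lower, Axl higher and a median of -1.32 at percentile 17.3. The mean was -0.63, and without Ccn2, which another list shares, the median was -0.08.

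The few listed members of the stress and xenobiotic lists were higher in the AdipKO library, and the few of the hypoxia and cholesterol lists were lower. For the hypoxia list 28.1% of GC-matched random lists had as many lower members, and 13.8% did for the cholesterol list. As many higher members were in 2.37% of GC-matched lists for endoplasmic reticulum stress, 6.93% for the xenobiotic receptors and 14.1% for interferon. Among length-matched lists these shares were 12.6%, 3.60% and 10.95%. All 3 listed genes of 12 in the list of endoplasmic reticulum stress were higher, with a median log2 ratio of 2.14 at percentile 99.8. Ddit3, a transcription factor of the stress response, had 1187 counts against 167, 7.11-fold higher (6.04 to 8.41). Trib3 was 4.43-fold higher (3.89 to 5.06) and Chac1 was 2.56-fold higher (2.19 to 2.99). Of 14 genes tied to the xenobiotic receptors, 4 were listed and all 4 were higher, with a median of 1.75 at percentile 98.5. They were Gsta1, a glutathione transferase, Abcb1a, a drug efflux pump, Cyp3a25 and the receptor gene Nr1i3. Gsta1 was 4.51-fold higher (4.24 to 4.80) and Abcb1a 2.71-fold higher (2.61 to 2.82), both with fractional counts from reads that other genes share. Interferon-induced genes were higher by sign in 3 of 3 listed genes out of 12, and in 2 of them by 2-fold or more with the pseudocount, with a median of 1.91 at percentile 98.9. Ifit1 had 114 counts against 25, and Bst2 was 2.00-fold higher (1.71 to 2.35). In the early stress list of 12, Hspa1a alone was listed and was 2.59-fold higher (1.80 to 3.76), in fractional counts that other genes share. All 3 listed genes of 12 in the hypoxia and glycolysis list were lower, with a median of -1.75 at percentile 0.79, or 8.77 among unmatched, 14.1 among GC-matched and 7.04 among length-matched lists. Egln3, an oxygen-sensing prolyl hydroxylase, was 3.38-fold lower (3.19 to 3.58) and Ankrd37 was 5.34-fold lower (4.30 to 6.69). The 4 listed of 13 cholesterol genes were all lower, with a median of -1.20 at percentile 17.3. Dhcr7, an enzyme of the last steps of cholesterol synthesis, was 2.70-fold lower (2.504 to 2.922).

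Genes that mark the distal small intestine were higher in all 3 listed genes out of 8, with a median log2 ratio of 2.89 at percentile 99.98. As many higher members were in 3.36% of expression-matched, 13.4% of GC-matched and 8.05% of length-matched lists. Clec2h was 7.89-fold higher (5.56 to 11.5), Fgf15, a hormone induced by bile acids, was 8.11-fold higher at 73 counts against 9, and Slc51a had 28 counts against 8. The 4 listed of 8 proximal genes went both ways, with Gsta1 and Fabp1 higher, Cybrd1 and Lct lower and a median of 0.07. Of 8 colon genes Saa3 was listed, with 0 counts against 8, at least 2.67-fold lower. Markers of cells outside the epithelium were rarely listed. Vim was the 1 listed of 13 fibroblast genes, with 109 counts against 322. Itgam was the 1 listed of 15 immune genes, S100b the 1 of 9 endothelial and glial genes and Pparg the 1 of 9 adipocyte genes. All of these but Vim were higher, and Pparg, which enterocytes also express, had 1212 counts against 580. No gene of the lists of mitochondrially encoded genes, nuclear respiratory chain genes, antimicrobial and MHC genes, erythroid genes or sex-linked genes was listed. The rule for ribosomal protein symbols met 1 gene, Rps6ka2, which encodes a kinase and not a ribosomal protein. Of 6 histone genes 5 were lower, with a median of -2.09 at percentile 8.61, or -1.38 with genes at 0 set to 3 counts. The mean was -1.16, and a pseudocount of 5 gave a median of -1.31.

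The extremes of the list were a mix of well counted and thinly counted genes. Among the 10 highest ratios, Ces1f, a liver and gut carboxylesterase, had 1170 counts against 56, 20.9-fold higher (15.98 to 27.83). Gsta2 had 662.4 counts against 33.7, 19.7-fold higher (13.8 to 28.4), in fractional counts that other genes share. Entpd4 had 53.56 counts against 0, at least 17.9-fold higher, in fractional counts that other genes share. Cxcl5, a chemokine for neutrophils, had 18 counts against 0, at least 6-fold higher. Among the 10 lowest ratios were Defa23 and Zfp967, a zinc finger gene with 17.04 counts against 304.93, 17.9-fold lower (11.02 to 31.20). Nptxr had 0 counts against 19.23, at least 6.41-fold lower. Defa23, Zfp967 and Nptxr all had fractional counts from reads that other genes share.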

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

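Scaling by the gap, members with whole counts only, lists without the genes the study chose, and random lists matched on GC content or length were chosen after the data had been seen. Of 300 alternative values, 238 stayed within their limits, 60 moved and 2 changed sign. At a threshold of 4-fold, 144 genes were higher and 197 lower. Making the listed totals equal shifts every log2 ratio by 0.22 and gave 547 higher and 660 lower genes, or 45.3% higher against 36.2% unscaled. It gave medians of -1.22 for stem cell, -1.34 for Paneth, -1.03 for goblet, -1.08 for enteroendocrine and -1.23 for Wnt target genes, and 1.77 for enterocyte genes. The mean in place of the median gave -2.02 for Paneth, -1.66 for Wnt target, 1.07 for enterocyte, 0.63 for AMPK and -0.63 for Hippo genes. Without members shared between lists, the Wnt target median was -1.58 and the Hippo median -0.08. With whole-count members only, the Paneth median was -1.14, which follows from leaving out the alpha-defensins. The proximal list changed sign, to -1.30, both without shared members and with whole-count members only, the first resting on Cybrd1 alone and the second on Cybrd1, Fabp1 and Lct. Percentiles outside the central 95 with expression matching came inside it with other matchings. Unmatched lists did this for the stem cell (10.2), Wnt target (11.4), Paneth (3.48), enterocyte (96.1), interferon (96.5) and hypoxia (8.77) lists. GC-matched lists did it for the stem cell (12.6), Wnt target (17.0), Paneth (2.68), enterocyte (92.4), interferon (93.97), hypoxia (14.1) and xenobiotic receptor (96.0) lists. Length-matched lists did it for the stem cell (7.66), Wnt target (8.96), Paneth (10.5), interferon (94.7), endoplasmic reticulum stress (96.9), hypoxia (7.04) and xenobiotic receptor (95.8) lists. The histone list went the other way, to 0.64 unmatched and 0.79 GC-matched. Without the genes the study chose, the Wnt target list stood at 2.52. For these moves and those with other scalings the cause was not tested. The floor alternatives moved nothing, since the lowest count in the higher library was 5.65. Centring on the median, trimmed means, TMM and size factors were not run, because they take the scale from genes that did not differ, and the table holds none near 0. Alternatives for Adipoq were not run either, as it was not listed. No paired analysis was possible because each genotype had 1 library.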

Other observations

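The tests on scale, the direction shared by a list, shared reads, exchanged labels and culture variation were chosen after the results had been seen, as were the lists in the next paragraphs. Those lists were written once some of their genes had been noticed among the most different, so the counts describe the listed genes and are not tests.

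Enzymes that detoxify foreign and reactive compounds were higher in the AdipKO library. Of 25 genes of drug metabolism, 19 were listed and all 19 were higher, with a median log2 ratio of 1.98. All 9 listed glutathione transferase genes and all 6 listed carboxylesterase genes were higher, as were 10 of 12 listed cytochrome P450 genes. At 2-fold or more with the pseudocount these counts were 8, 6 and 9. Of 27 target genes of NRF2, the transcription factor that answers oxidative stress, 14 were listed and all 14 were higher by sign, 10 of them by 2-fold or more with the pseudocount, with a median of 1.23. Nqo1, a quinone reductase, was 5.61-fold higher (95% interval 5.06 to 6.24) and Cbr3, a carbonyl reductase, was 6.80-fold higher (6.12 to 7.57). Akr1c14, an aldo-keto reductase, was 7.68-fold higher (6.89 to 8.57), and Maoa, a monoamine oxidase, was 4.64-fold higher (4.41 to 4.87). All 9 listed of 20 target genes of the integrated stress response were higher, with a median of 2.17, and all 4 listed of 22 p53 target genes were higher, with a median of 1.90. Gdf15, a stress-induced cytokine on both lists, had 4493 counts against 817. Ccng1, a p53 target, had 17384 against 7126.

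Genes induced by hypoxia and genes of fatty acid synthesis were lower. Of 22 targets of hypoxia-inducible factors, 11 were listed and all 11 were lower, with a median log2 ratio of -1.86. Slc16a3, a lactate transporter, was 3.64-fold lower (3.39 to 3.92) and Adm, which encodes adrenomedullin, was 6.21-fold lower (4.871 to 8.004). Of 16 genes of fatty acid synthesis and SREBP targets, 10 were listed and 9 were lower, with a median of -1.25. The exception was Me1, which is also an NRF2 target. The median of all listed genes was -1.15. The fatty acid list stood at percentile 3.925 of expression-matched, 31.4 of unmatched, 35.7 of GC-matched and 40.35 of length-matched lists. As many lower members were in 1.36% of expression-matched, 10.7% of GC-matched and 10.5% of length-matched lists. Scd1, a fatty acid desaturase, had 1037 counts against 6463.04, 6.23-fold lower (5.84 to 6.66), and Scd2 had 29244 against 76434.95. Fasn, the fatty acid synthase, was 2.09-fold lower (2.02 to 2.17).

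The stem cell and Wnt target genes were lower in the library labelled AdipKO together with the Paneth cell gene Lyz1. The study's text states that Lgr5, Tnfrsf19, Mycl, Lyz1, Ascl2 and Olfm4 were higher in AdipKO organoids, by RNA sequencing and quantitative PCR. Neither the quantitative PCR nor the staining, immunoblots and growth that the study reports were analysed here. Its immunoblots and staining of organoids showed higher beta-catenin protein in AdipKO, a measure unlike the RNA counts of Wnt target genes. A scale error of the pattern's size is argued against by the density of genes with at least 100 counts in windows of 0.2 log2 units, where 73 lay around the pattern's median and 187 at the edge of the gap, so that 28.1% (exact 95% interval 22.7 to 34.0%) lay around the median, where such a shift would put most of them. GC content remains open, as 0.57% of GC-matched random lists had as many lower members but 4.77% did for the 9 genes the study had not chosen, and the size stood at percentile 9.81. Transcript length remains open too, as the size stood at percentile 5.34 of length-matched lists. The shares with as many lower members were 0.16%, and 1.91% for the 9 genes the study had not chosen. Among those 9, the 6 stem cell and the 6 Wnt target members taken apart had shares of 5.55% and 6.58%. The whole stem cell and Wnt target lists taken apart had lower shares than these. Exchanged labels and variation between cultures cannot be told apart from genotype, because 0 rows of Adipoq were there to check the labels and each genotype had 1 library. The study's RNA sequencing statement appears to rest on these same libraries. Variation between cultures would then not turn the direction of its 6 genes between that statement and these counts. Whether labels or the direction of the ratio were exchanged, in the deposited values or in the study's text, cannot be told here.

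Paneth cell genes were lower together with the stem cell genes. Reads shared between alpha-defensin copies do not bear on the 6 whole-count Paneth markers outside that family. Of these, 5 were lower, Lyz1 among them, which the study chose. This split alone says little, since 62.2% of all listed genes were lower. For the alpha-defensins, which had no whole-number counts in both libraries, shared reads remain open for the size of the difference. Culture age, not given for these libraries in the sources used here, and exchanged labels may account for the same values. Neither could be tested, with 1 library per genotype and 0 rows of Adipoq.

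The detoxification genes were higher together. Reads divided between gene copies do not account for 11 of the 14 listed NRF2 targets, which had whole-number counts in both libraries. GC content and transcript length remain open for the size of the difference, because the NRF2 median stood at percentile 93.4 and 93.9 of lists matched on them, while the drug metabolism median stood at 99.99 and 100. Of 10000 lists matched on either, 0 had as many higher members as the NRF2 list, but none of these values settles it for lists written after their genes had been seen. The list for xenobiotic receptors, fixed before, shares 3 of its 4 listed genes with the later lists and had all 4 higher. No biological explanation was tested, genotype included.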
